A study of Homo sapiens with 20 samples. Its data were reported in "Gene regulation by convergent promoters" (2025).

How the data were processed

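QuantSeq 3′ mRNA sequencing (REV kit, oligo(dT) primed) was done on 20 libraries of MCF-7, RPE-1 and U2OS cells treated with DMSO or with 10 µM Nutlin-3a for 24 h. Groups and library numbers were taken from the labels. The deposited files are 6 peak lists, forward and reverse for each line, that give chromosome, start and end and hold no count, score or p-value per peak. According to the submitters' processing notes and the methods of the study, the authors checked reads with FastQC 0.11.9, trimmed them with Trimmomatic and cutadapt 2.10, and corrected them with Rcorrector. Reads were aligned to hg38 with segemehl without split reads, uniquely mapped reads were kept with SAMtools 1.12, and strands were separated. Peaks were called by the authors with PEAKachu on all replicates together and nearby peaks were merged with bedtools 2.30.0. The smallest gap left between peaks of a strand was 51 bp.

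From the files, peak positions were compared with GENCODE release 44 (62700 genes, 20046 protein-coding) and the hg38 sequence. This annotation is newer than the one the authors used. No peak ran past the end of a chromosome. Each list was given the RNA strand on which more of its peaks overlapped exons. The MCF-7 forward list overlapped exons of the minus strand in 37.4% of peaks and of the plus strand in 4.34%, so forward lists were read as minus and reverse lists as plus. The same held in RPE-1 (43.8% against 4.52%) and U2OS (29.5% against 3.53%). Coordinates in the text are 1-based.

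The 3′ edge of a peak in the direction of the RNA was its position. A peak counted as at a transcript end when the edge lay within 100 bp of an annotated end on its strand. Other peaks were assigned in order to the 3′ untranslated region, other exons, introns, the strand opposite a gene, the 5 kb downstream of a gene, or intergenic sequence. A gene was detected when it had a peak at a transcript end or in its 3′ untranslated region. Peaks were shared when they overlapped a peak of the other line on the same strand by at least 1 bp. A poly(A) signal was AATAAA or ATTAAA 10 to 40 nt upstream of the edge, and A-rich sequence was at least 12 A in the next 20 nt. The background was the same peaks shifted by 5000 bp. Antisense peaks were counted on the opposite strand from the start of the canonical transcript to 10 kb upstream, without peaks within 1 kb of the end of an annotated gene of that strand. At the loci of the study all antisense peaks were kept. Convergent pairs were a protein-coding host and a gene starting inside it on the opposite strand at most 2500 bp downstream of the host start.

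There were 16 fixed gene lists with 389 entries, all found in the annotation. They were p53 targets, DREAM and cell cycle genes, RFX7 targets, luminal breast markers, mesenchymal and matrix genes, retinal pigment epithelium markers, osteoblast markers, blood and immune markers, neuron and liver markers, and ribosomal protein and housekeeping genes. The others were replication-dependent histone genes, replication-independent histone genes, RNAs without a poly(A) tail, mitochondrial mRNAs, HOX genes and the loci of the study, a list that also holds CDKN1A, which the study does not name. Some genes stand in more than 1 list. Each list was placed among 10000 random lists of the same biotype and the same of 5 gene length classes, with percentiles of 97.5 and 2.5 as thresholds. Random lists were not matched on expression, and percentiles describe these pooled lists only. Shares have exact Clopper-Pearson intervals at 95%. No p-value was computed, because each line has 1 pooled list. Gene lists, windows, the tests of the report other than that of divergent pairs, and most alternatives were chosen before the data were examined. Most tests of the closing section were chosen afterwards, as stated there. The comparison of Nutlin-3a with DMSO was left out, because the lists give no value per library.

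The genes named in the text follow a rule written before the data were examined. It covers every gene of the loci of the study, and for each list up to 6 members in list order that were seen in all lines, in 1 line only or in none. It adds for each line the 8 genes seen only there with the largest summed peak width, the 6 genes with most 3′ end peaks and the 8 host genes with most antisense peaks. It also adds the convergent pairs of the lists and the 8 pairs with the largest summed width among those seen in all lines. Genes outside the rule are marked as named after their values were seen.

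Scripts used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and were tested on simulated data. All 5000 planted peaks at transcript ends were found and none of 5000 placed away from genes. All 5000 planted genes were detected, and 165 of 15046 genes not planted (1.10%) were called through overlap. All 3000 planted shared peaks were found, with 1 of 2000 others called shared. Of 200 random gene lists of 30 genes, 6 passed a threshold, and all 200 enriched lists did. All 943 planted antisense genes were found. Among 1373 pairs, 8 of 200 random draws passed a threshold, and 198 of 200 draws with 100 planted pairs did. All 3000 planted signals and 4000 A-rich stretches were found among 10000 sequences, with 0 false calls. For neighbouring windows, 1 of 100 simulations without structure and 100 of 100 with blocks exceeded every shuffle.

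Alternatives varied the window (50 and 200 bp), merging (200 bp), overlap (50%, or edges within 25 bp), the width of peaks, the location rule, the start window (5 and 20 kb), the pair distance (1000 and 5000 bp), the signal and the A-rich rule. Peak lists were also thinned at random to 121119 peaks, with the median of 100 draws. The RPE-1 list has that length and was kept whole, so thinning removed peaks from the other lines only. The effect of the alternatives is given in the closing section.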

Results

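The 3′ ends of polyadenylated RNA were sequenced in 20 libraries from 3 human cell lines. MCF-7 is a luminal breast cancer line, U2OS an osteosarcoma line and RPE-1 an immortalised line of the retinal pigment epithelium. MCF-7 gave 4 libraries treated with DMSO and 4 treated with Nutlin-3a, and RPE-1 and U2OS each gave 3 and 3. Nutlin-3a blocks the binding of MDM2 to p53 and so stabilises p53; cells received 10 µM for 24 h. The values used were the positions of peaks, pooled over all libraries of a line and both treatments, so there were no replicates and the response to Nutlin-3a was not analysed here. The lists held 187019 peaks in MCF-7, 121119 in RPE-1 and 221177 in U2OS. The read depth behind them is unknown. Median peak width was 55 bp in MCF-7, 85 bp in RPE-1 and 86 bp in U2OS, and the peaks covered 11.3, 11 and 20.1 Mb. The labels name more than 1 sequencing instrument without assigning samples, so differences between lines cannot be separated from differences in depth or sequencing.

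The first question was whether the peaks mark the ends of known transcripts. At MIR34AHG, the host gene of the microRNA miR-34a, the peak edge lay at position 9148011 of chromosome 1 (hg38) in every line, which is the annotated end of the gene. The peak of ACTA2, a smooth muscle actin, ended at 88935073 in MCF-7, 88935069 in RPE-1 and 88935070 in U2OS on chromosome 10, against an annotated end of 88935074. The last peak of CDKN1A, a cyclin-dependent kinase inhibitor, ended at 36687338, 36687348 and 36687347 on chromosome 6, against an annotated end of 36687337. Across all genes, 31827 MCF-7 peaks lay within 100 bp of an annotated transcript end on their strand, or 17% of the list (95% exact Clopper-Pearson interval 16.8 to 17.2). In RPE-1 there were 26363 such peaks, or 21.8% (21.5 to 22), and in U2OS 31348, or 14.2% (14 to 14.3). After a shift by 5000 bp the shares were 2.29%, 2.59% and 2.04%. Against ends of the opposite strand they were 1.40%, 1.5% and 1.11%. Intervals in this text cover counting error only.

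Peaks inside genes were mostly intronic. Introns held 45.3% of the MCF-7 peaks, 43.9% of the RPE-1 peaks and 55.0% of the U2OS peaks, against 57.9%, 58.8% and 62.7% of shifted peaks. Annotated 3′ untranslated regions beyond the transcript end windows held 10.9%, 13% and 8.70%. Sequence near the peaks differed between these places. A poly(A) signal, AATAAA or ATTAAA, preceded 59.8% of MCF-7 peaks at transcript ends, 58.2% in RPE-1 and 57.0% in U2OS, but only 12.6%, 10.7% and 10.6% of intron peaks. A-rich sequence, on which an oligo(dT) primer can anneal within the transcript, followed 14.4%, 14% and 15% of the peaks at transcript ends and 75.0%, 80.2% and 78.7% of those in introns. Peaks shifted by 5000 bp carried a signal in 3.36%, 3.35% and 3.47% of cases and A-rich sequence in 2.18%, 2.14% and 2.15%.

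**Figure D1:**
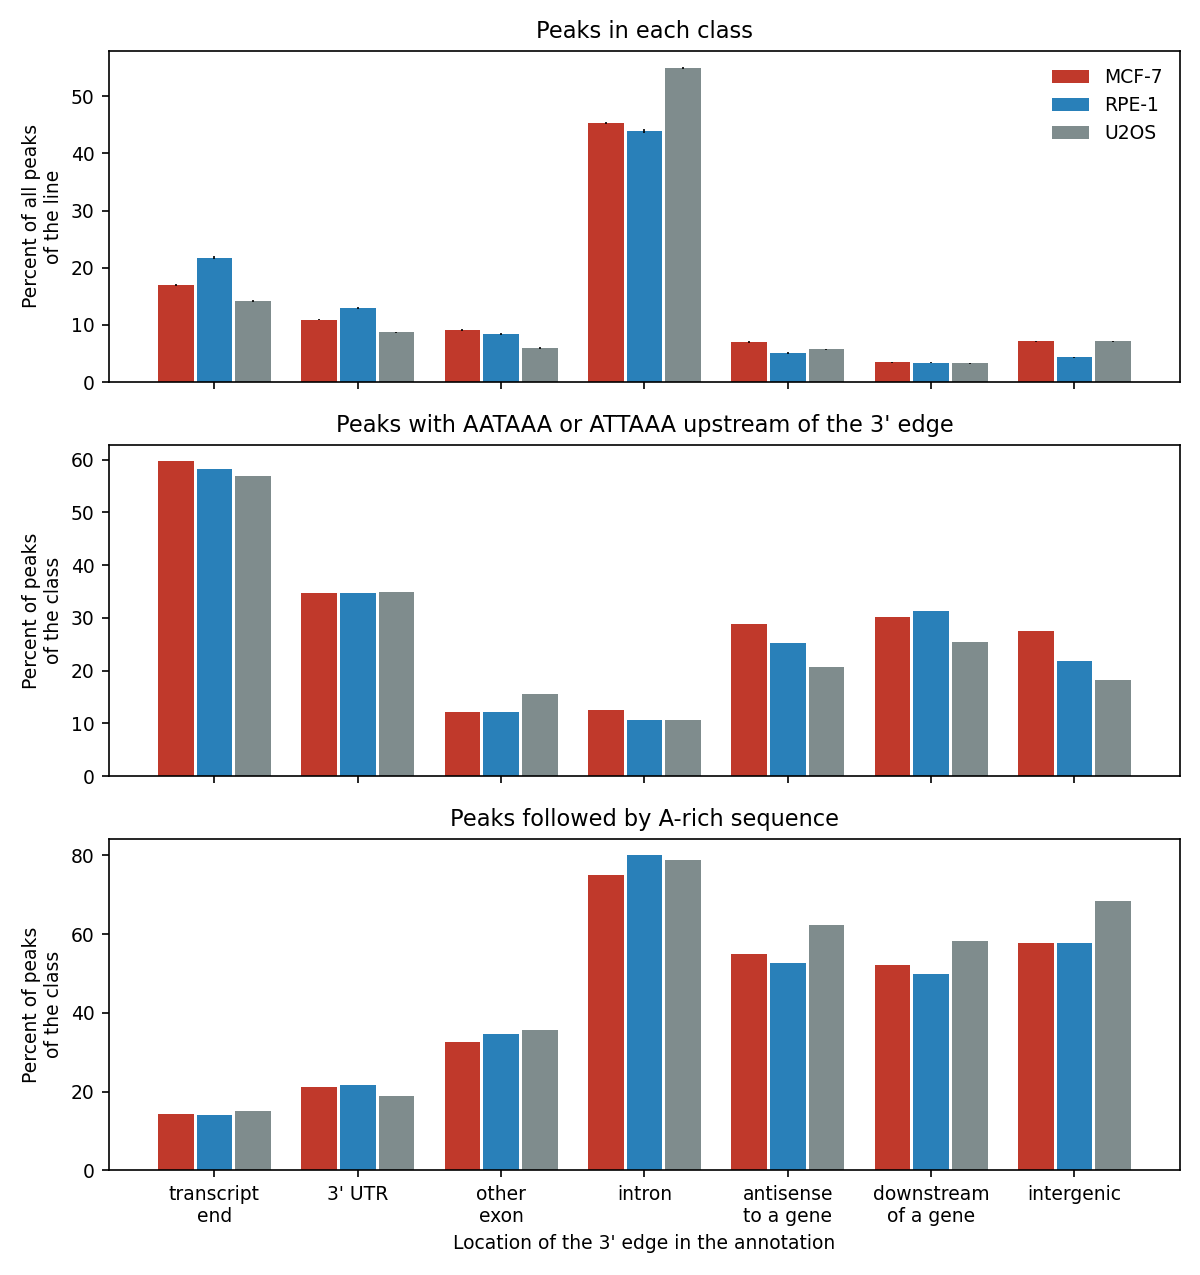
Share of peaks (percent) in each location class, per cell line. Transcript ends held 17% of the peaks in MCF-7, 21.8% in RPE-1 and 14.2% in U2OS, and introns were the largest class in each line.

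The treatment acts on p53, so genes of that pathway were examined next. Of 32 p53 target genes, 32 had a 3′ end peak in MCF-7, 31 in RPE-1 and 30 in U2OS. The p53 ubiquitin ligase MDM2 carried 20, 15 and 14 peaks, and CDKN1A carried 4, 3 and 4. GDF15 had 1 peak in each line, TP53I3 had 3, 2 and 2, SESN1 had 3 in each and SESN2 had 2 in each. The decoy receptor gene TNFRSF10C had 3 peaks in MCF-7 and none in the other lines. SPATA18, named after its values were seen, had 5 peaks in MCF-7, 1 in RPE-1 and none in U2OS. These counts lay at percentiles 100, 100 and 99.985 among 10000 random lists of the same biotype and gene length. Because the lists pooled treated and untreated cells, a peak does not show induction.

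Genes of the cell cycle and of the tumour suppressor RFX7 were also widely covered. All 32 genes of the DREAM and cell cycle list had a 3′ end peak in every line, at percentile 100 each time. They included the mitotic cyclin genes CCNB1, with 5, 3 and 4 peaks, and CCNB2, with 1 in each line. CCNA2 had 6, 5 and 5 peaks, CDK1 had 2 in each, PLK1 had 1 in each, and AURKA had 4, 3 and 3. Among 18 RFX7 targets, 18 were detected in MCF-7, 16 in RPE-1 and 18 in U2OS, at percentiles 99.985, 99.81 and 99.97. PIK3IP1 carried 2, 3 and 2 peaks and PDCD4 carried 9, 8 and 8. ABAT and MAF, named after their values were seen, had peaks in MCF-7 and U2OS and none in RPE-1. All 28 ribosomal protein and housekeeping genes were detected in every line, also at percentile 100, among them RPL3 with 3 peaks in each.

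Markers of tissue origin were used to check the identity of the lists. Of 28 luminal breast markers, 28 were detected in MCF-7, 11 in RPE-1 and 12 in U2OS. The estrogen receptor gene ESR1 had 10 peaks in MCF-7 and none elsewhere. The progesterone receptor gene PGR had 6, the trefoil factor genes TFF1 and TFF3 had 1 and 2, AGR2 had 5 and SPDEF had 1, all in MCF-7 only. GATA3 was seen in every line with 5, 3 and 4 peaks, and so were GREB1, XBP1, KRT8, KRT18 and MUC1. The luminal percentiles were 100 in MCF-7, 1.53 in RPE-1 and 0.23 in U2OS. Of 28 mesenchymal and matrix genes, 16 were detected in MCF-7, 24 in RPE-1 and 23 in U2OS, at percentiles 5.09, 99.0 and 82.8. ZEB2 had 12 peaks and TWIST1 had 4, both in RPE-1 only, whereas COL1A2 and POSTN had none in any line. The fibronectin gene FN1 had 1, 5 and 2 peaks. With transcript end windows only, the percentiles in RPE-1 became 2.675 for luminal and 89.7 for mesenchymal genes, past neither threshold. The same setting gave mesenchymal percentiles of 1.49 in MCF-7 and 48.3 in U2OS, while thinning gave 98.2 and counting any exon 97.8 in U2OS, so the mesenchymal calls depend on the setting.

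Markers of the tissues of origin of RPE-1 and U2OS were no more frequent than in random lists. Among 18 markers of the retinal pigment epithelium, 8 were detected in MCF-7, 7 in RPE-1 and 5 in U2OS. The eye field transcription factor genes PAX6, OTX2 and SIX3 had 5, 2 and 4 peaks in RPE-1 and none in the other lines. RPE65, RLBP1, TYR, DCT, LRAT and RAX had none in any line. MITF had 2, 3 and 4 peaks, and PMEL, MERTK and RDH5 had 1 in each line. BEST1, TYRP1 and TTR each had 1 peak in MCF-7 only. The percentiles were 1.94, 2.5 and 0.01, and with peaks in any exon counted those in MCF-7 and RPE-1 became 9.51 and 25.4. Of 17 osteoblast markers, 9 were detected in MCF-7, 9 in RPE-1 and 10 in U2OS, at percentiles 13.8, 30.6 and 22.5. RUNX2 had 3, 3 and 4 peaks and SATB2 had 4, 4 and 5, while SP7, IBSP, DLX5, OMD and MEPE had none. DMP1 and SOST had 1 peak each in MCF-7 only.

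Genes of unrelated tissues mostly gave low counts. Of 16 blood and immune markers, 6 were detected in MCF-7, 3 in RPE-1 and 4 in U2OS, at percentiles 1.75, 0.105 and 0.105. With transcript end windows only, the MCF-7 value became 2.515. CD2, MS4A1, SPI1, FCGR3A, HBB and GYPA had no peak. CD3E, CD19, CD79A, CD14 and HBA1 had 1 each in MCF-7, PTPRC had 1 in RPE-1 and CD8A had 1 in U2OS. Of 16 neuron and liver markers, 7, 4 and 9 were detected, at percentiles 1.42, 0.085 and 8.71. RBFOX3 and NEFL, both neuronal, had 4 peaks each in U2OS only, and STMN2 had 2. SYT1 had 6, 4 and 2 peaks, GAD1 had 3, 1 and 2, and SERPINA1 had 1, 1 and 3. GRIN1, ALB, APOB, TF and CYP3A4 had none, and FGB had 1 in MCF-7 only.

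HOX genes separated RPE-1 from the other lines. Of 39 HOX genes, 26 were detected in MCF-7, 7 in RPE-1 and 32 in U2OS, at percentiles 90.5, 0 and 99.985. With peaks in any exon counted, the MCF-7 value became 98.6, past the threshold. HOXB3, HOXB4, HOXB5, HOXB7, HOXB9 and HOXC8 were seen in every line, and HOXC8 had 2, 4 and 4 peaks. HOXA9 with 4 peaks, HOXB13 and HOXD10 with 2 each, and HOXD3, HOXD4 and HOXD9 with 1 each were seen in U2OS only. HOXB1 was seen in MCF-7 only. HOXA2, HOXA6, HOXC12, HOXD1, HOXD12 and HOXD13 had no peak. The difference between lines was not tested.

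**Figure D2:**
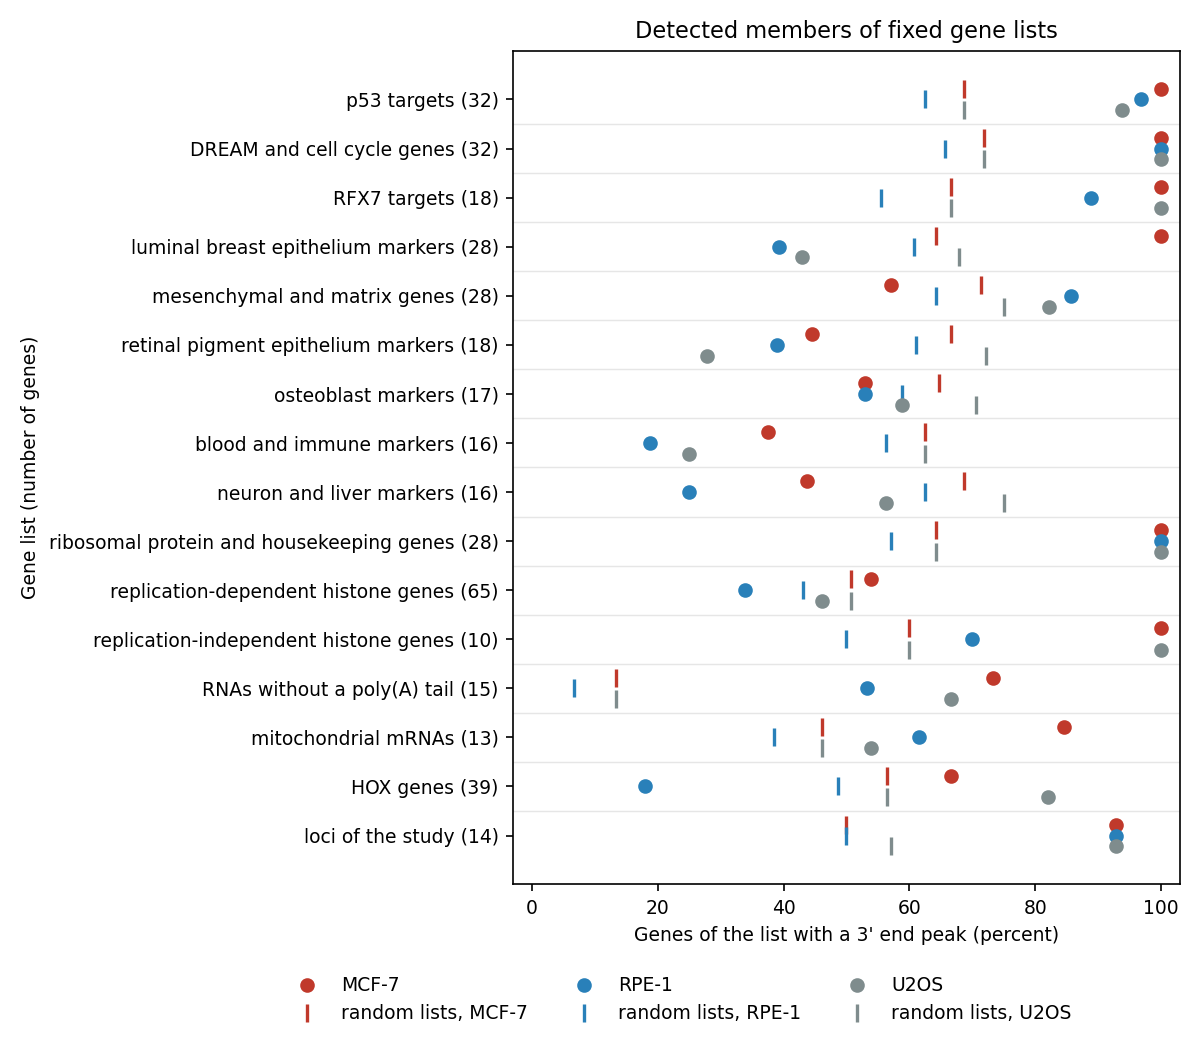
Share of each fixed gene list with a 3′ end peak (percent), per cell line, with the median of the random lists. Luminal breast markers were all detected in MCF-7, and 7 of 39 HOX genes were detected in RPE-1.

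Histone genes, RNAs described as lacking a poly(A) tail and mitochondrial mRNAs were examined next, and not all of these lack a tail. Of 65 replication-dependent histone genes, whose mRNAs normally end in a stem-loop, 35 had a peak in MCF-7, 22 in RPE-1 and 30 in U2OS, at percentiles 65, 6.56 and 22.5, and the MCF-7 value became 49.7 with lists thinned to equal length. H2AC6 had 4, 3 and 3 peaks, and H1-2, H1-4, H2AC18, H2AC19 and H2AC20 had 1 in each line. No peak was found at 25 of these genes, among them H2AC1, H2AC7 and H2AC15. All 10 replication-independent histone genes had a peak in MCF-7 and U2OS and 7 had one in RPE-1, at percentiles 99.72, 85.4 and 99.745. With peaks in any exon counted the RPE-1 value became 47.8. H2AZ2 had 12, 10 and 10 peaks. Of 15 RNAs described as lacking a poly(A) tail, 11, 8 and 10 had a peak, at percentile 100 in each line. MALAT1 had 15, 10 and 11 peaks, NEAT1 had 2 in each, and RN7SK, RN7SL1, RN7SL2 and RPPH1 had 1 in each. RMRP, RNU1-1, RNU6-1 and SNORD3A had none. Of 13 mitochondrial mRNAs, 11, 8 and 7 had a peak, at percentiles 99.31, 92.7 and 64.4. With lists thinned to equal length the MCF-7 value became 93.4 and the U2OS value 41.0, and with any exon they became 81.7 and 29.8. MT-CO2, MT-CO3, MT-ATP6, MT-CYB, MT-ND3 and MT-ND4 had 1 in each line, MT-CO1 and MT-ATP8 had 1 in MCF-7 only, and MT-ND4L and MT-ND5 had none. Only uniquely mapped reads had been kept, which limits counts at multi-copy genes.

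Across the annotation, 18113 genes had a 3′ end peak in MCF-7, 15600 in RPE-1 and 18484 in U2OS. Of the 21685 genes detected anywhere, 13456 (62.1%) were detected in all 3 lines. The shared part was 73.3% among protein-coding genes and 33.0% among lncRNA genes. Detection in a single line applied to 2144 genes in MCF-7, 555 in RPE-1 and 1930 in U2OS. By summed peak width, the MCF-7 genes were led by TC2N with 11 peaks, MACC1 with 15, NRCAM with 12 and NECAB1 with 10. The receptor tyrosine kinase gene ERBB4 had 10, C3orf14 had 9, ESR1 had 10 and CBFA2T3 had 8. RPE-1 was led by SGIP1 with 10 peaks, the matrix proteoglycan gene VCAN with 9, ZEB2 with 12 and the desmocollin gene DSC3 with 9. ADD2 and ADAMTSL1 had 10 each, SOX11 had 6 and ADAMTS1 had 7. U2OS was led by SOX5 with 11, the neural adhesion gene NCAM1 with 10, ARL10 with 9 and the imprinted gene PEG3 with 12. LINC02055 and NPFFR1 had 9 each, and LINC01606 and SLCO1B3 had 6 each. None of these 24 genes had a peak in any exon in the other lines. The lists differ in length, so a gene missing from the RPE-1 list is not shown to be silent. With the MCF-7 and U2OS lists thinned to the 121119 peaks of RPE-1, 1793 genes were seen in RPE-1 only, a count that could only rise. Among peaks at least 85 bp wide, which removes most of the narrower MCF-7 peaks, 4070 genes were seen in all 3 lines.

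Single peaks recurred between lines more often at transcript ends than in introns in each of the 6 comparisons. RPE-1 peaks overlapped U2OS peaks in 83.1% of cases and MCF-7 peaks in 67.8%. MCF-7 peaks overlapped RPE-1 peaks in 44.7% and U2OS peaks in 63.3%. U2OS peaks overlapped MCF-7 peaks in 52.6% and RPE-1 peaks in 45.4%. Shifted peaks gave between 2.15% and 4.38%. At transcript ends the shared part lay between 71.9% and 90.1%, and in introns between 36.9% and 84.3%. U2OS had 80343 peaks (36.3%) absent from both other lists, of which 63.3% were intronic and 4.72% lay at transcript ends. The corresponding numbers were 62247 (33.3%) in MCF-7 and 14351 (11.8%) in RPE-1.

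Many genes had several 3′ end peaks. Several peaks do not establish several ends, because a poly(A) signal preceded 34.7% of MCF-7 peaks in 3′ untranslated regions, against 59.8% at transcript ends. The chromatin gene BRWD1 had the most separate 3′ end peaks in MCF-7, 28, against 11 in RPE-1 and 10 in U2OS. GPATCH2L had 26, 18 and 19, and GOSR2 had 24, 20 and 20. FBXO22, SRGAP1 and VPS53 each had 24 in MCF-7. The transcription factor gene ZBTB20 had 21 in RPE-1, 30 in U2OS and none in MCF-7. FOXP1 had 22, 18 and 16, BBX had 19, 19 and 20, and ZMAT3 had 19, 15 and 22. GREM1, a BMP antagonist gene, had 18 in RPE-1, 1 in U2OS and none in MCF-7. Many peaks at some of these genes were followed by A-rich sequence, among them 15 of 21 at ZBTB20 in RPE-1 and 19 of 30 in U2OS, 13 of 24 at SRGAP1 in MCF-7, and 10 of 18 at FOXP1 and 8 of 18 at GREM1 in RPE-1. At GOSR2 it was 1 in each line. Among the 13456 genes detected in every line, 8828 had at least 2 peaks in MCF-7, or 65.6% (64.8 to 66.4). The share was 61.7% (60.9 to 62.5) in RPE-1 and 65.3% (64.5 to 66.1) in U2OS. The first and last peak of such genes lay a median of 4642.5 bp apart in MCF-7, 3957 bp in RPE-1 and 4448.5 bp in U2OS. With lists thinned to equal length 9323 genes were left in every line, of which 6187 (66.3%) had at least 2 peaks in MCF-7, 7149 (76.6%) in RPE-1 and 5521 (59.2%) in U2OS. The RPE-1 list was kept whole while peaks were removed at random from the others, which lowers their counts per gene by construction. Thinning therefore cannot show whether the order of the lines depends on list length. Overlapping genes of the same strand can share a peak.

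The study concerns promoters that face each other within a gene and give rise to antisense RNA, so peaks on the opposite strand just upstream of gene starts were counted. FAM120A had 16 such antisense peaks in MCF-7, 11 in RPE-1 and 13 in U2OS within 10 kb. The heterochromatin gene CBX3 had 14, 10 and 10, HSDL2 had 14, 7 and 8, PDCD6IP had 13, 7 and 7, and KARS1 had 13, 7 and 10. NOP14 had 13, 12 and 12, GFM2 had 8, 12 and 11, PIH1D2 had 11, 11 and 12, and NFYA had 11, 10 and 11. UBAP2L had 8, 9 and 12, TLK2 had 10, 7 and 11, and TIGD7 had 11, 8 and 11. The lines differed more at other genes. APPBP2 had 15, 1 and 2, the insulin receptor substrate gene IRS1 had 14, 2 and 4, and TEX14 had 14 in MCF-7 and none elsewhere. PECAM1 had 16 in U2OS, 1 in RPE-1 and none in MCF-7. Neither FMNL1 nor MAGI2 had any in MCF-7, but FMNL1 had 10 in RPE-1 and 10 in U2OS, and MAGI2 had 10 and 9. DEDD had 5, 6 and 13. Known neighbouring genes can add to these counts, because only peaks within 1 kb of gene ends were left out. FAM120AOS, which starts inside FAM120A on the opposite strand, itself had 13, 9 and 11 3′ end peaks. APPBP2 and TEX14 lie on chromosome 17 between 55 and 65 Mb, where MCF-7 intron peaks were also crowded against RPE-1. The log2 ratios of shares there were 1.21 and 1.48 in genes detected in every line, so regional differences were not separated.

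Antisense peaks were found at 5592 of 13644 detected protein-coding genes in MCF-7, or 41.0% (40.2 to 41.8). In RPE-1 the count was 3574 of 12357, or 28.9% (28.1 to 29.7), and in U2OS 5591 of 13999, or 39.9% (39.1 to 40.8). With lists thinned to equal length the counts were 3995 of 11716 genes (34.1%) in MCF-7, 3574 of 12357 (28.9%) in RPE-1 and 3302 of 11187 (29.5%) in U2OS. The same window on the strand of the gene held a peak at 25.6%, 18.7% and 25.9% of these genes. At protein-coding genes without a 3′ end peak the antisense share was 10.1%, 6.66% and 13%. The share on the strand of those genes was 9.90%, 9.06% and 13.3%, so an antisense excess like that of detected genes was not seen there. Of 11289 genes detected in every line, 2726 had antisense peaks in all 3 lines, 1605 in 2 and 2047 in 1. Without peaks followed by A-rich sequence the antisense share fell to 27.9%, 16.8% and 22.5%, against 15.9%, 11.1% and 14.1% on the strand of the gene. RNAs that start upstream and RNAs that cross the gene start both end in this window, and transcript start data were not used here to separate them.

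**Figure D3:**
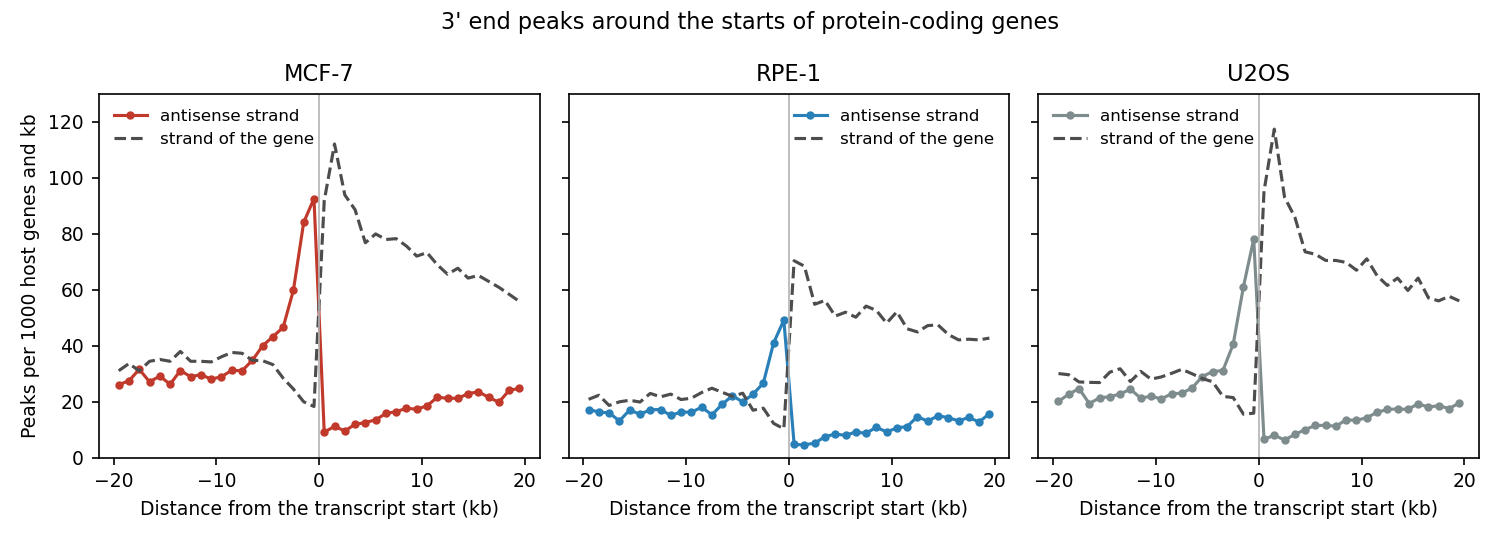
Peaks per 1000 detected protein-coding genes in each 1 kb step around the gene start, on the strand of the gene and on the opposite strand, without peaks followed by A-rich sequence or within 1 kb of an annotated gene end. In the nearest kb upstream the opposite strand held 92.5 in MCF-7, 49.1 in RPE-1 and 78.1 in U2OS, and the strand of the gene held 18.3, 10.4 and 15.9.

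A list of 14 loci, drawn up from genes the study names together with CDKN1A, was then read in detail. The genes other than CDKN1A come from the study and are not independent evidence. At PTP4A1, a phosphatase gene starting at 63572480 on chromosome 6, 13 antisense peaks lay upstream in MCF-7, 3 in RPE-1 and 4 in U2OS, and only 2 of them, in MCF-7, were followed by A-rich sequence. A peak ending at 63571005 in MCF-7 and RPE-1 and 63571009 in U2OS matched the end of ENSG00000266680. Further antisense peaks lay in annotated exons of that strand in every line, and in MCF-7 some lay in introns of that strand. At MDM2, starting at 68808177 on chromosome 12, MCF-7 had 15 antisense peaks between 361 and 9789 bp upstream, of which 6 were followed by A-rich sequence. RPE-1 had 1, at 68807484 to 68807563 and followed by A-rich sequence, and U2OS had none. In MCF-7 the peaks 3524 to 7470 bp upstream lay in the 5 kb downstream of an annotated gene of the antisense strand. The peak 2764 bp upstream lay in an annotated exon of that strand. At CDKN1A an antisense peak lay at the end of the lncRNA DINOL, 1108 bp upstream in MCF-7 and 1103 bp in U2OS, and none was found in RPE-1. The death receptor gene FAS had 6, 4 and 7 peaks at its 3′ end, with 2, 2 and 4 antisense peaks upstream. All of these were followed by A-rich sequence except for 1 in U2OS, 769 bp upstream at the end of ENSG00000286116. The antisense peaks upstream of FAS lay within annotated ACTA2, which overlaps FAS on the opposite strand. ACTA2 had 1 antisense peak, followed by A-rich sequence, in U2OS only. Its window began at its canonical start at 88952773 and did not reach the FAS start at 88990798.

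At PIK3IP1 a single antisense peak lay upstream in MCF-7 and in U2OS, 931 and 934 bp from the start and followed by A-rich sequence. PIK3IP1-DT, on the other strand, had 1 peak of its own in each line and 4, 5 and 5 peaks on the opposite strand upstream of its annotated start. In every line those included a peak in the 3′ untranslated region of PIK3IP1 itself, and the others lay in PIK3IP1, nearly all in introns and followed by A-rich sequence. BAX had 2, 2 and 1 peaks at its end and 3 antisense peaks, all in MCF-7 and all followed by A-rich sequence. The antisense peak 421 bp upstream of CCNG1 was present in every line and also followed by A-rich sequence. GADD45A had 2 antisense peaks in MCF-7 only, of which the nearer, at 425 bp, had a poly(A) signal and no A-rich sequence. EPHA2 had 2 peaks at its end and 5 antisense peaks upstream in each line, of which 3, 3 and 4 were followed by A-rich sequence. EPHA2-AS1 had no 3′ end peak in any line by the rule used here. Antisense peaks of EPHA2 did lie in exons within its bounds, short of its annotated end at 16158148. They ended at 16157328 in MCF-7 and U2OS, at 16157355 in RPE-1, and at 16157790, followed by A-rich sequence, in every line. MIR34AHG had 8, 2 and 7 antisense peaks, of which 4, 1 and 1 were followed by A-rich sequence. They included ends of LNCTAM34A in every line. LNCTAM34A itself had 2, 1 and 2 peaks. Of the 14 genes, 13 had a 3′ end peak in each line, at percentiles 99.99, 100 and 99.98.

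**Figure D4:**
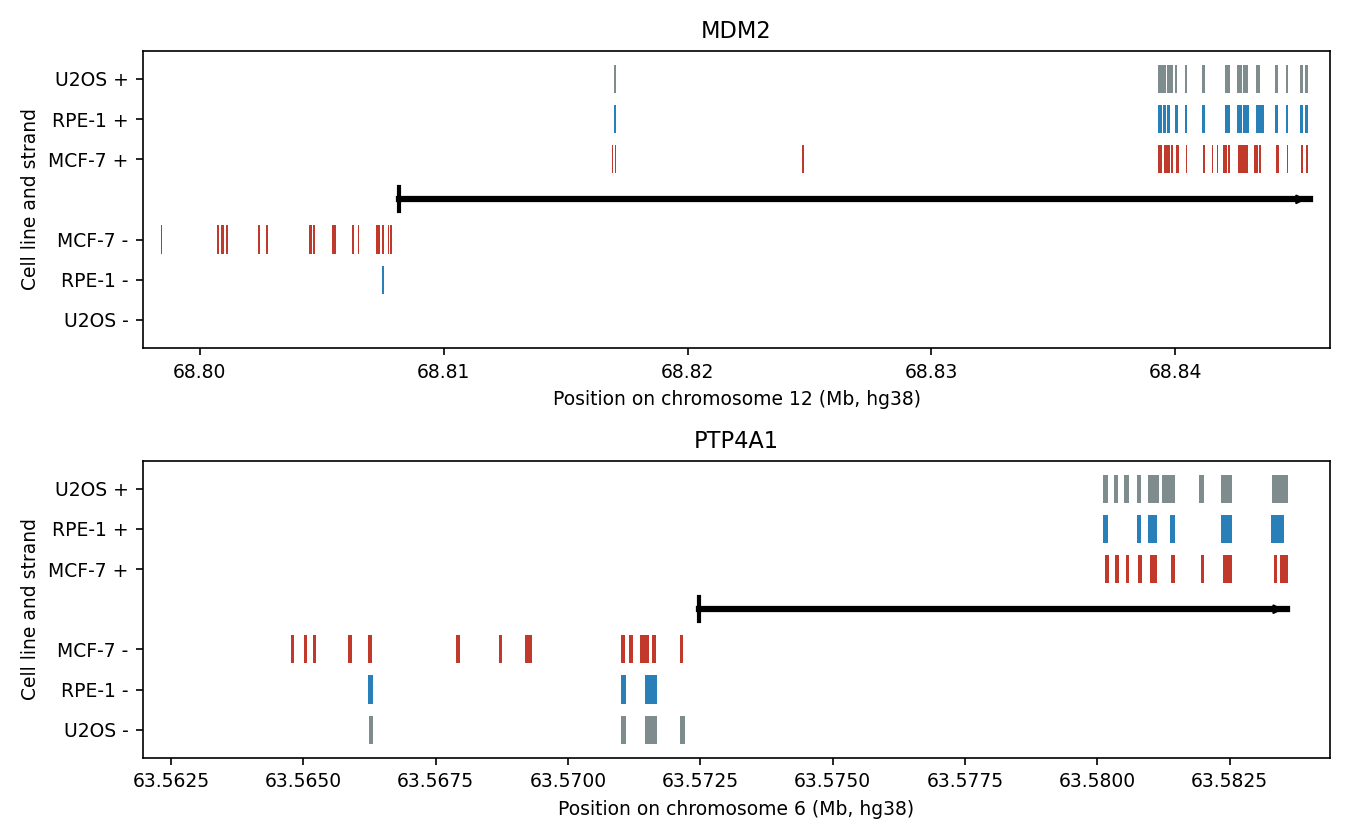
3′ end peaks and upstream antisense peaks at MDM2 and PTP4A1, by position on hg38 and per cell line, including those in introns. Upstream of MDM2 there were 15 antisense peaks in MCF-7, 1 in RPE-1 and none in U2OS. Some of those in MCF-7 lay just downstream of an annotated gene of that strand.

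Annotated pairs of genes that start toward each other within 2500 bp were examined last. Of the loci of the study, only EPHA2 and EPHA2-AS1 formed such a pair. EPHA2-AS1 had no 3′ end peak in any line, although exon peaks lay within its bounds short of its annotated end. FAS with ACTA2, and PIK3IP1 with PIK3IP1-DT, fell outside the definition by their annotated starts. MIR34AHG with LNCTAM34A fell outside it because the host was not protein-coding. FAM120A, with 7 peaks in each line, faced FAM120AOS, with 13, 9 and 11, from 1896 bp away. PEX26 with 17, 15 and 18 peaks faced ENSG00000225335 with 2, 1 and 1. RBM25 faced RBM25-AS1, SRSF1 faced ENSG00000279069, EMC10 faced GARIN5A and ANAPC16 faced ASCC1, with both ends seen in every line. Among pairs of the fixed lists, PGR and PGR-AS1 were both seen in MCF-7 only. ZEB2 and ZEB2-AS1, and SIX3 and SIX3-AS1, were seen in RPE-1 only, and NEFL and ENSG00000272157 in U2OS only. VIM and VIM-AS1 were seen in RPE-1 and U2OS. HOXC11 and HOTAIR, HOXA11 and HOXA11-AS, HOXC13 and HOXC13-AS, and HOXB2 and HOXB-AS1 were seen in MCF-7 and U2OS. PDCD4-AS1, ZEB1-AS1, SATB2-AS1, KIF23-AS1 and TUBA1B-AS1 were seen with their hosts in every line, whereas RFX5-AS1, H1-10-AS1 and HOXA-AS3 were seen in none. The partners of GAD1, H2BC4, TNFRSF10B, GRHL2, BMP4, APOA1, HBA1 and RPL10 were also seen in none, nor was ENSG00000275372, which faces ZEB2. RPS8 and its partner were both seen in MCF-7 and RPE-1, and H4C8 and its partner in MCF-7 only. HOXC10 with HOXC-AS3, and COL1A1 with its partner, were both seen in U2OS only. Of 1373 pairs, 433 had both ends in MCF-7, 329 in RPE-1 and 391 in U2OS. With partners exchanged at random within their biotype the medians were 369, 260 and 347, and the observed counts lay at percentile 100 in each line. These counts include 70 pairs a second time, because both genes are hosts. With each of the 1303 distinct pairs counted once, an alternative chosen after the data were seen, 383, 286 and 345 had both ends against random medians of 321, 221 and 304, again at percentile 100. Pairs starting away from each other within 400 bp, a comparison chosen after the data were seen, were also at percentile 100, with 1932, 1679 and 1877 of 3131 pairs against 1814, 1559 and 1789. Counted once, these were 1305, 1078 and 1247 of 2393 pairs, against 1208, 985 and 1176, also at percentile 100. The excess is therefore not specific to convergent pairs.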

Values the study reported

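By joining transcript start, RNA-seq and 3′ end data, the study annotated downstream antisense RNAs of 2,158 host genes in MCF-7 cells. Of these, it found 1,635 to be absent from GENCODE. Its 3′ end data came from the same QuantSeq series, so these values are not independent of the lists used here. The definition rests on transcript starts inside the host gene and so differs from counts of 3′ end peaks alone.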

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

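Across 110 results, 347 alternative values were computed, of which 32 belong to alternatives chosen after seeing the data. Of all values, 297 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the reported count, 33 counts moved further, 8 weakened, 4 became stronger and 5 reversed. All 24 alternatives for convergent pairs kept the result. Read depth per library is unknown and limits what the absence of a peak means. No paired analysis was possible because the lists pool all libraries of a line, and for the same reason leaving out each replicate and using the replicate number as a block were not possible.

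Keeping only peaks at least 85 bp wide, the median of the shortest list, left 9927 of 187019 peaks in MCF-7, 66266 of 121119 in RPE-1 and 126584 of 221177 in U2OS. The MCF-7 loss follows from the construction, because MCF-7 peaks had a median width of 55 bp. MCF-7 peaks at transcript ends fell from 31827 to 3465 and MCF-7 genes from 18113 to 4619. Genes in all 3 lines fell from 13456 to 4070 and genes in 2 lines rose from 3600 to 9172. Genes in a single line became 202 in MCF-7 (from 2144), 936 in RPE-1 (from 555) and 3340 in U2OS (from 1930). Shared peaks fell to 6253 of MCF-7 in RPE-1 (from 83539), 7436 of MCF-7 in U2OS (from 118438) and 6389 of RPE-1 in MCF-7 (from 82119). They fell to 52601 of RPE-1 in U2OS (from 100619), 7612 of U2OS in MCF-7 (from 116268) and 52514 of U2OS in RPE-1 (from 100431).

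Without peaks followed by A-rich sequence, an alternative chosen after seeing the data, 90651 peaks were left in MCF-7, 59451 in RPE-1 and 89398 in U2OS. Shared peaks were 43050 of MCF-7 in RPE-1, 53485 of MCF-7 in U2OS, 42032 of RPE-1 in MCF-7, 46616 of RPE-1 in U2OS, 52058 of U2OS in MCF-7 and 46491 of U2OS in RPE-1. Fewer peaks were left by construction. The same filter, planned for antisense peaks, left 2076 host genes in RPE-1 (from 3574) and 3147 in U2OS (from 5591). With the relatives of AATAAA added, peaks with a signal rose from 48343 to 73677 in MCF-7 and reached 74530 in U2OS, by construction.

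The MCF-7 and U2OS lists were thinned to 121119 peaks, the length of the RPE-1 list, which was kept whole. Thinning raised the genes in 2 lines from 3600 to 5453 and those in RPE-1 only from 555 to 1793, the latter by construction. It lowered U2OS genes with at least 2 peaks from 8792 of 13456 to 5521 of 9323, and U2OS antisense hosts from 5591 of 13999 to 3302 of 11187. Both the peaks and the genes counted were fewer by construction. The percentile of mesenchymal genes in U2OS passed the threshold at 98.2 (from 82.8) and that of mitochondrial mRNAs in MCF-7 fell below it at 93.4 (from 99.31). Replication-dependent histones in MCF-7 reversed to 49.7 (from 65) and mitochondrial mRNAs in U2OS to 41.0 (from 64.4). For these and the percentiles below, the cause was not tested.

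With the transcript end window only, luminal markers in RPE-1 (2.675), retinal pigment epithelium markers in RPE-1 (3.71), blood markers in MCF-7 (2.515) and mesenchymal genes in RPE-1 (89.7) no longer passed a threshold. Mesenchymal genes passed it in MCF-7 (1.49) and reversed in U2OS (48.3). With any exon, mesenchymal genes in U2OS (97.8) and HOX genes in MCF-7 (98.6) passed. Retinal pigment epithelium markers in MCF-7 (9.51) and RPE-1 (25.4) and mitochondrial mRNAs in MCF-7 (81.7) no longer did. Replication-independent histones in RPE-1 (47.8) and mitochondrial mRNAs in U2OS (29.8) reversed.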

Other observations

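The tests on intron peaks, on antisense peaks and on p53 targets, and the check with windows placed by gene midpoints, were chosen only after the result was seen, while the 3 tests on chromosomal regions were written before.

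Antisense peaks upstream of gene starts were unevenly spread over the gene lists. Without peaks within 1 kb of annotated gene ends, MDM2 had 12 in MCF-7, 1 in RPE-1 and 0 in U2OS, and the luminal transcription factor gene GATA3 had 11, 0 and 0. Some of the MDM2 peaks lay further downstream of an annotated gene of that strand. PTP4A1 had 9, 1 and 2, XBP1 had 9, 4 and 7, TOB1 had 8, 2 and 5, and TP53INP1 had 7, 3 and 3. These examples were chosen after their values were seen. In MCF-7, 21 of 32 p53 targets had an antisense peak, against a median of 43.8% in random lists of detected genes. A hypothesis is that p53 targets carry such peaks more often than other detected genes, and the percentile of 99.55 in MCF-7 may point that way. In RPE-1 the percentile was 73.7 and in U2OS 82.1. This was 1 of 30 values by list and line, and expression was not matched. Luminal markers stood as high in MCF-7, with 21 of 28 genes at percentile 99.99, so the excess could follow expression in that line and not p53. Replication-dependent histone genes (percentile 100) and mitochondrial mRNAs (99.875) did too, but they lie packed together, and the loci of the study (98.9) overlap the p53 list. DREAM genes stood at 10.7 in MCF-7.

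Intron peaks of MCF-7 were crowded in some regions. On chromosome 17 from 60 to 65 Mb there were 1045 in MCF-7 and 231 in RPE-1, a ratio of shares of 2.84, and BCAS3 held 171 of them. On chromosome 20 from 50 to 55 Mb there were 315 and 65, a ratio of 3.04, with BCAS1 holding 39. On chromosome 16 from 75 to 80 Mb the ratio was 4.30, WWOX held 188 of 308 peaks, and without it the ratio was 1.87. The same window gave 259 peaks in U2OS against 45 in RPE-1, a ratio of 2.52, so RPE-1 was low there against both lines. On chromosome 2 from 210 to 215 Mb it was 3.94, and 0.968 without ERBB4. For U2OS against RPE-1, chromosome 17 from 70 to 75 Mb stood out with 320 and 35 peaks, a ratio of 4.0.

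Most intron peaks were followed by A-rich sequence. The share was at least 5.21 times that at transcript ends in every line, but this ratio restates the pattern, so oligo(dT) priming at these peaks stayed untested. Their share with a poly(A) signal was 3.37% in MCF-7, 1.87% in RPE-1 and 3.27% in U2OS, at most 0.688 of that in shifted intron peaks with A-rich sequence, so signals were not enriched. Peaks at transcript ends followed by A-rich sequence had a signal in only 8.47%, 7.21% and 7.01% of cases. The signal separates annotated ends poorly in A-rich sequence, so the comparison cannot decide whether these intron peaks are polyadenylation sites. Intron peaks without A-rich sequence had a signal in 40.4%, 46.2% and 37.6% of cases, at least 10.9 times the share in shifted intron peaks of that kind, which argues against priming unrelated to signals as their whole source. The ratio to transcript ends was as low as 0.571, so how many of these are polyadenylation sites stayed open.

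Antisense peaks outnumbered those on the strand of the gene close upstream of the starts of detected protein-coding genes. Without A-rich peaks this held in each of the nearest 4 kb in every line, while at 9 to 10 kb the strand of the gene held more, and that strand was itself sparse in the nearest kb, at 0.590, 0.496 and 0.530 of its density 19 to 20 kb upstream. Priming on A-rich stretches did not explain it, because the ratio of the shares stayed at 1.52 or above without such peaks. The nearest kb held at least 2.85 times the density found 19 to 20 kb upstream. For RNA running on from neighbouring genes the test assumed a density that was level or rose with distance. It cannot exclude such RNA, because genes of the opposite strand that start or end near the host start would also crowd peaks there. No biological explanation was tested, because transcript starts were not used here.

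In the 25 windows with the highest ratio of MCF-7 to RPE-1 the median ratio was 2.39. It was 2.14 in genes detected in every line. Without the gene with most peaks in each window it was 2.07, in the 22 windows that kept enough peaks. The excess thus did not vanish in the windows as a set, although the ratio fell below 1.5 in 4 of the 25 and in 5 of the 22. The windows were chosen by a ratio that includes the same peaks, so part of these medians can follow from the choice. Different expression of genes detected in every line was not tested. In genes detected in every line, ratios of neighbouring windows correlated at 0.378, above every one of 1000 shuffles, whose maximum was 0.174. With windows placed by gene midpoints the correlation was 0.368. Gained DNA in MCF-7 is a candidate explanation, but regional differences in transcription would give the same pattern, the ratio at transcript ends in these windows was only 1.40, and no DNA data were used. U2OS against RPE-1, which shares the RPE-1 counts, also exceeded its shuffles, with 0.248 against 0.163, but its median ratio of 2.26 was 1.63 in genes detected in every line, with 10 of 25 windows below 1.5, and no biological explanation was tested.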
